A study of Mus musculus with 2 samples. Its data were reported in "Metabolic profiling stratifies colorectal cancer and reveals adenosylhomocysteinase as a therapeutic target" (2023).

How the data were processed

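Single-cell RNA-sequencing was performed by the authors on cells from the proximal small intestine of 2 Villin-CreERT2 Apc fl/fl (APC) mice, in which tamoxifen switches on a Cre recombinase in intestinal epithelium and deletes both copies of Apc. Tamoxifen was given in 2 doses of 2 mg with 24 h between them, and tissue was taken on day 4. Both libraries belong to 1 group, so no genotype was compared with another, and every comparison is between cell classes within these mice. The tissue was digested, dead cells were removed by sorting on DAPI, and droplet libraries were made with 10x 3′ v3 chemistry, which counts molecules from the 3′ end of a transcript by unique molecular identifiers (UMIs).

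The deposited values were raw UMI counts per gene and cell barcode, which the authors made with Cell Ranger 6.1.2 on the mm10 genome. The release of the gene annotation was not stated. No normalization was applied to the deposited counts. The library of mouse 1 held 9645 barcodes and 85670711 UMIs, and that of mouse 2 held 8800 barcodes and 38716743 UMIs. The filters named in the methods of the study were applied: genes in at least 3 cells, and cells with over 100 genes, over 400 UMIs, under 5% mitochondrial UMIs and under 10% haemoglobin UMIs. This kept 7941 and 6957 cells with medians of 4381 and 2803 UMIs.

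Libraries were integrated by RPCA in Seurat 5.3.0 (R 4.3.3) with 2000 variable features, 30 dimensions and resolution 0.8. Apc and every gene of the 3 lists tested, Ahcy among them, were left out of these features. Tests, gene lists, markers of each class and most alternative settings were fixed before the data were examined. The way markers were scored was not. The leading genes and the number of Ahcy UMIs of each cluster had been seen when the epithelial clusters were chosen for a second integration (k.weight 50) and sub-clustering, and when the scoring rules were written and later revised. The choice of epithelial classes is therefore not blind to Ahcy.

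Under the final rules, a marker counted for a cluster when seen in at least 10% of its cells with a log2 fold of at least 1 over all other cells. A name needed at least 3 such markers, and no other class could hold more of the top 10 genes by fold. Epithelial names were barred where Ptprc was seen in 50% or more of the cells. The revisions asked for 33% of the markers for an epithelial name, for the same share and no second class with 50% of its markers where no marker was in the top 10, barred erythroid names at 50% Ptprc or without a marker in the top 10, and applied the limit on low UMI counts in each library. A sub-cluster of 68 and 31 cells that the earlier rules had called tuft-like lost its name, and the result with that name is given among the alternatives. Sub-clusters left unnamed held 2.39%, 0.957% and 0.856% of the kept cells of mouse 1 and 0.503%, 0.345% and 0.446% of those of mouse 2, for low UMI counts, Ptprc and too few markers in that order. Clusters left unnamed held 5.00%, 2.46%, 1.11%, 0.504%, 0.579% and 0.214% in mouse 1, and 15.5%, 0%, 0.762%, 0.676%, 0.0575% and 0.359% in mouse 2. No cluster earned the stem-like name. The cluster of transit-amplifying (TA) type took its place, as laid down in advance: 15 of the 16 stem markers and all 16 TA markers counted for it, with 3 TA and 2 stem markers among its top 10 genes. Cell labels of the authors were not used here, so class names may differ from those of the study.

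Doublets were kept, as the methods named no removal. Scrublet in scanpy 1.11.5 called 200 cells (2.519%) in mouse 1 and 2 cells (0.029%) in mouse 2, so the caller did not work in mouse 2. As an alternative chosen after this was seen, the 8% of cells with the highest scores in each library (635 and 557 cells) were removed.

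Raw counts were summed per mouse and class, and the sums were tested with edgeR 4.0.16 (TMM scaling, filterByExpr, glmQLFit and glmQLFTest, two-sided, Benjamini-Hochberg adjustment over all genes tested). Epithelial-like classes with at least 20 cells in each mouse entered 1 fit (TA-like, enterocyte-like and Paneth-like, 6 sums). The standard error of a log2 fold change was its size divided by the root of the F statistic. Single-mouse log2 ratios used TMM-scaled sums with a prior count of 0.5 and carry no test. Sums with the same replicate number come from 1 animal and 1 library and are therefore paired. The fit without a block was the main one and the fit with the mouse as a replicate block an alternative. Further alternatives were DESeq2 1.42.0, no filter on low counts, leaving out each mouse, only the compared classes in the fit, mitochondrial UMIs under 10%, no integration, resolutions 0.4 and 1.2, doublets removed, list genes kept in the features, cycling cells by Mki67 or Top2a UMIs and other depths of thinning.

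The fits were tested on simulated data made from the real sums with 200 changed genes (log2 changes of 1 or 2 in either direction) in 5 seeded draws. A first version drew from tagwise dispersions and gave more unchanged genes among the calls than the adjusted p-value threshold of 0.05 aims at. Trended dispersions were added after that result was seen, and both are given. For the epithelial fit, edgeR recovered 29.8% of the changed genes with tagwise and 39.9% with trended dispersions (53.8% and 71.5% of those changed by 2), and 13.1% and 2.86% of its calls were unchanged genes. For the fit of Apc these were 2.14% and 23.1% recovered, and 46.2% and 2.59% unchanged. For the fit of cycling cells they were 2.66% and 8.01% recovered, and 17.9% and 4.35% unchanged. Between 4.09% and 4.98% of unchanged genes had an unadjusted p-value under 0.05 in these 6 edgeR settings. DESeq2 recovered 30.2 to 33.7% in the epithelial fit, with 5.67 to 16.0% unchanged genes among its calls. In the fit of Apc it recovered 26.6% with tagwise and 26.7% with trended dispersions, with 35.2% and 10.6% unchanged. In the fit of cycling cells it recovered 10.5% and 14.4%, with 32.6% and 22.7% unchanged. Which of the dispersion models lies closer to the real spread cannot be told from 2 mice. The setting also differs from the real data, as only 200 genes were changed. The real epithelial fit called 1505 genes higher and 1560 lower in TA-like than enterocyte-like cells. The real fit of Apc called 3271 higher and 3741 lower. The shares recovered and unchanged depend on how many genes change, so they do not carry over to these 2 fits.

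Levels are given as CPM (UMIs of a gene per 1000000 UMIs) with exact 95% Poisson intervals, and shares of cells with exact (Clopper-Pearson) 95% intervals. Both cover counting error only. For a share of 0 the limit given is 3 divided by the number of cells. Shares of cells with an Ahcy UMI were taken after thinning each cell to 1000 UMIs in 1 seeded draw. The mean over all possible draws was added after that draw was seen. The named genes were fixed by rule: Ahcy, Mat2a, Mtr, Cbs and Apc, and in each list up to 4 genes with the largest absolute log2 fold change among those past an adjusted p-value of 0.05 with the same sign in both mice. Positions are from the GENCODE M21 annotation of GRCm38, matched by gene identifier. Copies of the Ahcy transcript were sought with BLAST 2.17.0 (at least 85% identity over 200 bases). Lists of 19 pancreatic enzyme genes and 6 epithelial transcripts were written after the clusters had been seen and serve only the closing observations.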

Results

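To find where in the Apc-deleted intestine the methionine-cycle enzyme adenosylhomocysteinase (Ahcy) is expressed, UMI counts of single cells from the proximal small intestine of 2 APC mice were analysed. The kept cells carried 81060645 UMIs in mouse 1 and 35474260 in mouse 2. There was 1 group and no control library, so differences are between cell classes of the same mice.

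Both libraries consisted mostly of leukocytes. T-cell- or innate-lymphoid-like cells made up 33.1% of the kept cells of mouse 1 (95% interval 32.0 to 34.1%) and 59.4% of those of mouse 2 (58.2 to 60.5%). These shares depended on the clustering, and without integration they were 16.98% and 58.7%. Plasma-cell-like cells made up 28.0% (27.0 to 28.98%) and 8.80% (8.14 to 9.49%). All epithelial-like classes together held 713 cells (8.98%, 8.36 to 9.63%) in mouse 1 and 196 cells (2.82%, 2.44 to 3.23%) in mouse 2. These were 565 and 134 enterocyte-like cells, 116 and 29 TA-like cells, 26 and 24 Paneth-like cells, and 6 and 9 goblet-like cells, the last too few to test. Enteroendocrine genes were also among the leading genes of the Paneth-like cluster, and Reg3g and Pglyrp1 led 1 enterocyte-like sub-cluster. The TA-like cluster combined stem and cycling markers and stood in for stem-like cells. Cells left unnamed made up 14.1% and 18.6%, among them 3 sub-clusters of 225, 100 and 99 cells from epithelial clusters.

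Apc (ENSMUSG00000005871, GRCm38 chromosome 18, 34220924 to 34322552, plus strand, protein-coding) is the targeted gene. Its level in epithelial-like cells was 68.9 CPM in mouse 1 (95% Poisson interval 62.7 to 75.5) and 67.9 CPM in mouse 2 (55.8 to 81.9). In leukocyte-like cells it was 25.6 ± 7.98 CPM (SD, n = 2 mice), with intervals of 18.95 to 21.1 CPM in mouse 1 and 29.3 to 33.3 CPM in mouse 2. With TMM scaling the log2 fold change of epithelial-like over leukocyte-like cells was 0.92 ± 0.26 (SE) with an adjusted p-value of 0.0306 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 13624 genes tested), and it was higher in 2 of 2 mice. The median log2 fold change of all genes in this fit was -0.168. The contrast depended on which leukocytes were summed, as plasma-cell-like cells had 10.1 ± 1.03 CPM (SD, n = 2 mice) and T-cell- or innate-lymphoid-like cells 53.5 ± 4.14 CPM (SD, n = 2 mice). A 3′ count does not tell whether a transcript carries the deletion, so these levels do not measure recombination.

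Ahcy (ENSMUSG00000027597, GRCm38 chromosome 2, 155059310 to 155074497, minus strand, protein-coding, 10 exons) was detected at low depth, with 332 UMIs in all kept cells. TA-like cells held 77 of these and had a level of 34.1 ± 4.28 CPM (SD, n = 2 mice). In mouse 1 the level was 31.0 CPM (95% Poisson interval 23.4 to 40.3) and in mouse 2 it was 37.1 CPM (23.0 to 56.7). Enterocyte-like cells had 7.47 ± 2.51 CPM (SD, n = 2 mice; 30 UMIs), Paneth-like cells 10.3 ± 6.61 CPM (SD, n = 2 mice; 10 UMIs) and all leukocyte-like cells 1.67 ± 0.0163 CPM (SD, n = 2 mice; 164 UMIs). The Paneth-like interval of mouse 1 (6.46 to 29.5 CPM) overlapped that of TA-like cells, and that of mouse 2 (0.682 to 20.3 CPM) lay below. A near-identical copy, Gm4737, was also counted. It held 13 UMIs, set against 361 of Ahcy in kept and removed barcodes together. The counts of Ahcy are therefore uncertain by reads shared with its copies.

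**Figure D1:**
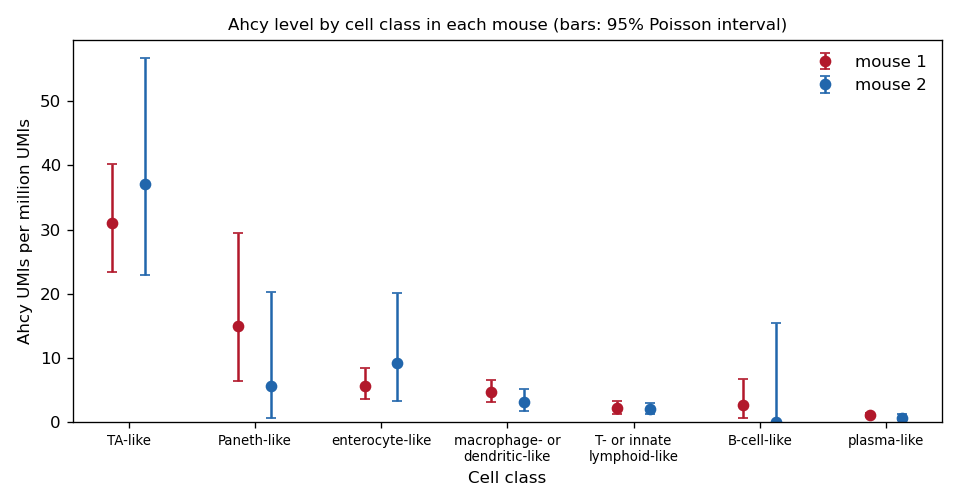
Ahcy level in CPM (vertical axis) in 7 cell classes (horizontal axis), with a point for each of the 2 mice and bars for exact 95% Poisson intervals, which cover counting error only. The TA-like points sit at 31.0 and 37.1 CPM, above the points of the other 6 classes drawn.

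Ahcy was higher in TA-like than in enterocyte-like cells, with a log2 fold change of 2.12 ± 0.54 (SE) and an adjusted p-value of 0.0159 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment, 7057 genes tested). In the same test 1505 genes were higher and 1560 lower. Ahcy was higher in 2 of 2 mice, at 2.28 in mouse 1 and 1.74 in mouse 2 on the log2 scale, and the value from mouse 2 alone moved furthest from the estimate among the alternatives. Against the unweighted mean of enterocyte-like and Paneth-like cells, the log2 fold change was 1.73 ± 0.46 (SE) with an adjusted p-value of 0.0288 (edgeR). This second value depended on which classes entered the mean, and it was 3.83 without integration, where a tuft-like class entered. The Ahcy change lay at percentile 91.0 of the 7056 other genes tested, and at percentile 93.1 of 1711 genes of like expression outside the clustering features. From mouse 2 alone these percentiles were 85.9 and 82.0.

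Without thinning, an Ahcy UMI was seen in 42 of 116 TA-like cells of mouse 1 (36.2%, 27.5 to 45.7%) and in 14 of 29 of mouse 2 (48.3%, 29.5 to 67.5%). For enterocyte-like cells the shares were 3.89% and 2.99%, and for leukocyte-like cells 1.77% and 0.915%. For Paneth-like cells they were 23.1% (8.97 to 43.65%) and 8.33% (1.03 to 27.0%). In mouse 1 that interval overlapped the one of TA-like cells. Median depth was 12119 and 18151 UMIs in TA-like cells, 5349 and 3236 in enterocyte-like cells and 4722 and 3079 in leukocyte-like cells. After thinning each cell to 1000 UMIs, 6 of 116 TA-like cells of mouse 1 (5.17%, 1.92 to 10.9%) and 0 of 29 of mouse 2 held an Ahcy UMI, the latter allowing a share of up to 10.3% (3 of 29 cells). The thinned shares of enterocyte-like cells were 0.363% (0.0440 to 1.31%, 14 cells left out as shallower) and 1.64% (0.199 to 5.80%, 12 cells left out). Those of leukocyte-like cells were 0.0998% and 0.222%, with 101 and 68 cells left out. Of Paneth-like cells, 1 of 23 (4.35%, 0.110 to 21.95%) and 1 of 22 (4.55%, 0.115 to 22.8%) held an Ahcy UMI. These are too few cells to set them apart from TA-like cells. In mouse 2 the draw ran against the CPM and gives no order. The mean over all possible draws was 2.88% and 3.42% in TA-like cells and 0.447% and 1.09% in enterocyte-like cells. It was 1.04% and 0.344% in Paneth-like cells, and 0.200% and 0.178% in leukocyte-like cells.

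Of 15 methionine-cycle genes, 7 had enough counts to be tested between TA-like and enterocyte-like cells. At an adjusted p-value under 0.05, 2 were higher and 3 lower in TA-like cells, and the counts adjusted over the list alone were also 2 and 3. The list is wider than the cycle, as it holds Cbs, which the study placed in the transsulferation pathway. These counts therefore give no direction of the cycle itself. Of Ahcy, Mat2a and Mtr, which the study discussed as enzymes of the cycle, only Ahcy passed the threshold here. Besides Ahcy, Mtap (chromosome 4, 89137122 to 89181081) was higher (log2 fold change 2.21 ± 0.70 SE, adjusted p-value 0.0345, edgeR). Ahcyl2 (chromosome 6, 29768011 to 29912310; log2 fold change -2.33 ± 0.31 SE, adjusted p-value 0.00127, edgeR) and Cth (chromosome 3, 157894248 to 157925077; -1.65 ± 0.41 SE, adjusted p-value 0.0136) were lower. The third lower gene, named after its value was seen, was Ahcyl1 (-1.40 ± 0.27 SE, adjusted p-value 0.00515, edgeR). These 5 genes changed in the same direction in 2 of 2 mice. The call of Mat2a depended on the setting. It did not pass the threshold here (1.01 ± 0.45 SE, adjusted p-value 0.107, edgeR) and passed it with the mouse as a replicate block (0.92 ± 0.33 SE, adjusted p-value 0.0306), with adjusted p-values from 0.0183 to 0.145 over its alternatives (edgeR or DESeq2). Mtr and Cbs had too few counts to be tested in this fit. Mtr stood at 8.87 and 12.4 CPM in TA-like cells and at 2.37 and 3.08 CPM in enterocyte-like cells of mouse 1 and 2. Cbs stood at 6.65 and 8.83 CPM in TA-like cells, with 2 and 0 UMIs in enterocyte-like cells.

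Of 10 genes of pyrimidine synthesis and salvage, 9 were tested, of which 8 were higher and 1 was lower in TA-like cells, with the same counts adjusted over the list alone. The 4 largest changes were those of Cad (chromosome 5, 31054780 to 31078479; log2 fold change 4.68 ± 0.63 SE, adjusted p-value 0.00129, edgeR), Ctps (3.39 ± 0.58 SE, adjusted p-value 0.00345), Dtymk (3.16 ± 0.31 SE, adjusted p-value 0.000568) and Dctd (2.92 ± 0.56 SE, adjusted p-value 0.00525), each higher in 2 of 2 mice. Enterocyte-like cells held only 6 and 0 UMIs of Cad, so the size of its change is poorly set. The lower gene, named after its value was seen, was Cmpk1 (-2.04 ± 0.25 SE, adjusted p-value 0.000909, edgeR). As 110 of 116 TA-like cells of mouse 1 and 28 of 29 of mouse 2 were scored in S or G2M phase, the comparison does not separate cell type from cell cycle.

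Of 14 WNT target genes, 12 were tested and 4 were higher and 0 lower in TA-like cells at an adjusted p-value under 0.05, against 3 adjusted over the list alone and 6 in either direction at an unadjusted p-value under 0.05. Cd44 (chromosome 2, 102811141 to 102901665; log2 fold change 2.29 ± 0.37 SE, adjusted p-value 0.00271, edgeR), Myc (2.14 ± 0.35 SE, adjusted p-value 0.0027) and Ccnd1 (1.41 ± 0.28 SE, adjusted p-value 0.00573) were the 3 that passed under both adjustments. Znrf3 had the largest fitted change (2.97 ± 1.03 SE, adjusted p-value 0.0492, edgeR), which rested on mouse 2, with a log2 ratio of 5.06 there and 1.25 in mouse 1. It held 8 and 16 UMIs in TA-like cells and 7 and 0 in enterocyte-like cells.

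**Figure D2:**
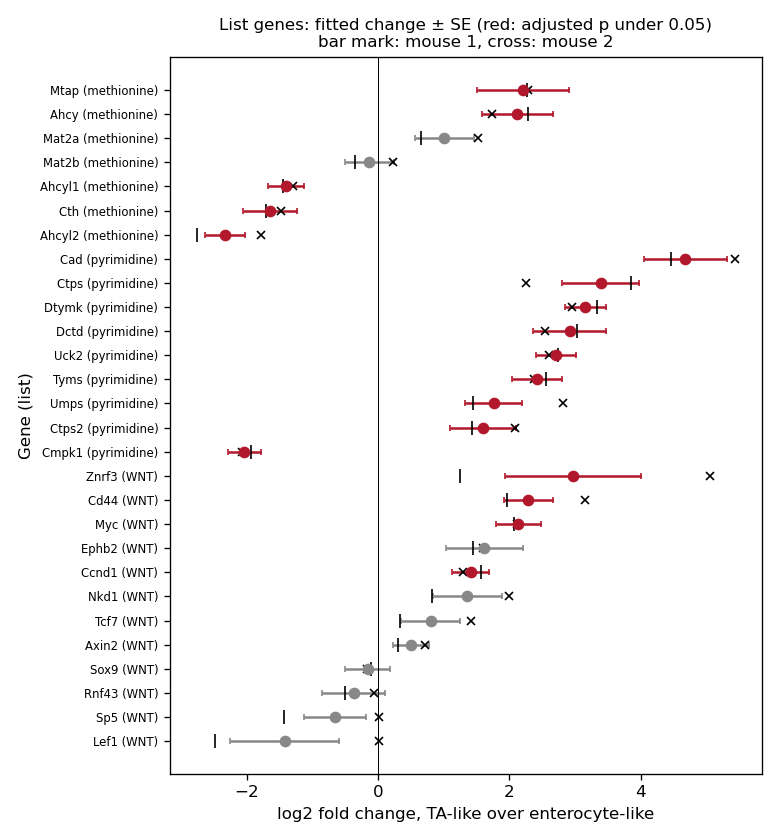
Log2 fold change of TA-like over enterocyte-like cells (horizontal axis) for each tested gene of the 3 lists (vertical axis), with the edgeR estimate as a point, its SE as a line with caps, and the ratio of mouse 1 as an upright mark and that of mouse 2 as a cross. Points in red had an adjusted p-value under 0.05, and Cad at 4.68 has the largest fitted change.

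Whether Ahcy goes with the cell cycle within TA-like cells was asked next. With 6 and 1 cells left as non-cycling, holding 1 Ahcy UMI in each mouse, a difference between cycling and non-cycling TA-like cells was not detectable at this depth (log2 fold change 0.78 ± 0.92 SE, adjusted p-value 0.802, edgeR). The single-mouse ratios had opposite signs, at 0.76 in mouse 1 and -0.69 in mouse 2.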

Values the study reported

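The study reported single-cell RNA-sequencing of APC mice with n = 2. It described Ahcy as expressed mainly in stem cells. Beyond these libraries, it reported Ahcy RNA in the expanded crypts of APC mice by in situ hybridization. It also reported higher Ahcy in crypt cell populations of public wild-type single-cell data, and AHCY protein enriched in wild-type crypts by immunofluorescence.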

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

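The test of the pancreatic-gene cluster against RNA from lysed cells was chosen after its result had been seen, and the comparison of the remaining cells of both mice before. A cluster of 195 cells, all from mouse 1 and none from mouse 2, entered no comparison and held a signal outside every class tested. Genes of pancreatic enzymes led it, and a list of 19 such genes took 56.6% of its UMIs, with Ctrb1 at 132700 CPM, Try4 at 72140 CPM and Prss2 at 68260 CPM. In all other kept cells of mouse 1 the list took 0.125% of UMIs, with Ctrb1 at 248.3 CPM. The share in the cluster was 452 times that in the other cells. As these genes lead the cluster and were listed after it had been seen, a high ratio was bound to come out and decides nothing. Ptprc was seen in 23.1% of its cells against 75.7% of the others, which argues against RNA from lysed cells filling droplets of leukocytes. The share in the other cells of mouse 1 was 22.6 times that in the cells of mouse 2 (0.00555%). UMIs of these genes were thus also found outside the cluster in mouse 1. Whether many cells held them or a few cells held most was not tested. Intestine may express part of the list, as 10 of the 19 genes had a UMI in mouse 2 and 3 were above 1 CPM there, with Cela1 the highest at 41.6 CPM. Pancreas carried along at dissection is a candidate source. No biological explanation was tested.

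Barcodes removed by the filters held 29 Ahcy UMIs, which is listed because these barcodes enter no comparison and the count is above the 3 that a count of 0 allows. That limit is low for barcodes with 7852549 UMIs, where the level of leukocyte-like cells alone would bring 13.1. The level was 4.77 CPM in mouse 1 (95% Poisson interval 2.99 to 7.23) and 2.16 CPM in mouse 2 (0.868 to 4.45), below the intervals of TA-like cells, and in mouse 2 the interval overlapped that of leukocyte-like cells. Neither a technical nor a biological explanation was tested for these.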

How the results depend on the processing

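The removal of the highest doublet scores, the joining of an unnamed sub-cluster to the TA-like class, the tuft-like name of the earlier naming rules and, for cycling cells alone, resolution 1.2 were chosen after the results had been seen. The higher Ahcy level of TA-like than enterocyte-like cells kept its direction and its side of the threshold under its alternatives with a test, with log2 fold changes from 1.94 to 2.14 and adjusted p-values from 0.00194 to 0.0239 (edgeR or DESeq2). The single-mouse ratios ran from 1.74 to 2.28. The contrast with the mean of the other epithelial-like classes also stayed past the threshold, with adjusted p-values from 0.0015 to 0.0418 (edgeR or DESeq2), but its size did not hold. It was 1.73 with the final naming rules, 3.8 with the earlier ones and 3.83 without integration, where a tuft-like class entered the mean. Under the earlier rules that class held 0 Ahcy UMIs in 99 cells, so the fitted size is no bound on the difference. The single-mouse values were 1.38 to 2.14. With mitochondrial UMIs under 10% the Paneth-like class had 19 and 12 cells, under 20 in each mouse. This contrast therefore became the pairwise one (1.94), with 1817 genes higher and 2024 lower against 1044 and 934.

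The difference between cycling and non-cycling TA-like cells reversed when mouse 1 was left out, and the single-mouse values ran from -0.69 to 0.76. Its tested values ran from 0.18 at resolution 1.2 to 1.92 ± 0.95 (SE) with cycling cells taken by Mki67 or Top2a UMIs, where 19 and 1 cells were non-cycling, and adjusted p-values from 0.321 to 0.999 (edgeR or DESeq2). Joining the unnamed sub-cluster left 23 and 14 cells as non-cycling and gave 1.43 ± 0.82 (SE). The number of non-cycling cells limits this result. Of all genes in that fit 0 passed the threshold, with 486 at an unadjusted p-value under 0.05, against 143 higher and 193 lower with the joined sub-cluster, 50 and 48 with DESeq2, 37 and 44 with no filter on low counts and 9 and 7 with the mouse as a replicate block. The cause was not tested. The Apc contrast stayed past the threshold under its alternatives with a test, with adjusted p-values from 0.00761 to 0.0384 (edgeR or DESeq2) and single-mouse values from 0.75 to 1.01.

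Counts of methionine-cycle genes ran from 5 to 7, also adjusted over the list alone. Those of pyrimidine genes ran from 8 to 9, and adjusted over the list alone from 9 to 10. Their membership changed as well, and these 2 genes are named after their values were seen. Ctps2 (adjusted p-value 0.0329, edgeR, range 0.0162 to 0.11 with DESeq2) lost its call with DESeq2 and with no filter on low counts and was not tested without integration. Dhodh, not tested otherwise, passed with no filter (0.0122, edgeR) and without integration (0.00843). Among methionine-cycle genes, Mat2a passed the threshold with only the compared classes in the fit (0.97 ± 0.27 SE, adjusted p-value 0.0183, edgeR), with mitochondrial UMIs under 10% (0.87 ± 0.25 SE, 0.0242), with the mouse as a replicate block (0.92 ± 0.33 SE, 0.0306) and with no filter on low counts (0.94 ± 0.36 SE, 0.041), and in no other setting. Mtr was tested in 3 settings and passed in 1, with only the compared classes (1.77 ± 0.46 SE, adjusted p-value 0.0147, range 0.0147 to 0.149, edgeR), and Cbs was tested with no filter alone (3.68 ± 1.17 SE, adjusted p-value 0.00984, edgeR). Znrf3 lost its call without integration, at resolution 0.4 and with list genes kept in the features (adjusted p-values from 0.103 to 0.146, edgeR) and was not tested with only the compared classes or with mitochondrial UMIs under 10%. The count of WNT target genes ran from 4 to 6 in either direction, but not all added genes were higher in TA-like cells. Without integration the 6 were 4 higher and 2 lower, and at resolution 0.4 and with list genes kept in the features 1 was lower. The lower genes, named after their values were seen, were Lef1 (adjusted p-values from 0.0244 to 0.0446, edgeR) and, without integration alone, Notum. Adjusted over the list alone the count was 3 higher. It became 4 higher with DESeq2, 6 at resolution 1.2, and 5 with only the compared classes in the fit and with mitochondrial UMIs under 10%. With genes in both directions it became 7 with no filter on low counts and with the mouse as a replicate block (6 higher and 1 lower in each), 6 without integration (4 and 2), 6 at resolution 0.4 (5 and 1) and 5 with list genes kept (4 and 1). The cause was not tested. The replicate block left each Ahcy and Apc call as it was (2.14 for TA-like over enterocyte-like cells). It raised the count of methionine-cycle genes from 5 to 6 by Mat2a, that of WNT target genes from 4 to 6 by Ephb2 and Nkd1 (named after their values were seen), and the lower genes in the contrast with the mean from 934 to 1484. It changed no other call of the list genes at an adjusted p-value over all genes tested. Leaving out a mouse leaves 1 sum per class, so counts of genes have no value there.

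The percentile of Ahcy among all genes fell from 91.0 to 84.97 with no filter on low counts, where 15914 genes were tested, and ran from 85.9 to 91.9 across single mice. Among genes of like expression it ran from 82.0 to 95.3 across single mice. The mean share of TA-like cells with an Ahcy UMI moved from 2.59% to 8.40% when thinned to 2000 UMIs and to 42.3% when not thinned. At 1000 UMIs it was 5.96% with mitochondrial UMIs under 10% and 4.75% with doublets removed. In the last the same 29 cells of mouse 2 gave 2 with a UMI in place of 0, so the single draw moves this value. The mean over all possible draws rose from 2.88% to 5.79% in mouse 1 and from 3.42% to 6.97% in mouse 2 between 1000 and 2000 UMIs. The share of epithelial-like cells moved by less than the spread between mice, but that of unnamed cells did not hold. Its mean over mice was 16.4%, against 11.1% with mitochondrial UMIs under 10%, 24.3% without integration, and 19.6% and 21.1% at resolutions 0.4 and 1.2. The T-cell- or innate-lymphoid-like share ran from 16.98% without integration, where a cluster of 1733 cells of mouse 1 and 7 of mouse 2 was left unnamed, to 35.6% in mouse 1, and from 50.6% to 65.9% in mouse 2. As no stem-like class was found, stem-like and TA-like cells together were not run.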

Other observations

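Of the tests here, those on free RNA and on CPM for Ahcy, in TA-like cells and in the cycling cluster, on the share of abundant genes and on cells near the UMI limit were chosen after the values had been seen, as was the removal of the highest doublet scores as a setting. For the higher Ahcy level in TA-like cells, the test written first kept the intervals of the shares thinned to 1000 UMIs apart in 1 of the 2 mice and ran the other way in the other. That test alone left a difference in UMIs per cell open. The Ahcy CPM, which is per UMI, was then compared, and its intervals stayed apart in 2 of 2 mice, which argues against depth per cell. The 36 genes that took over 0.5% of the UMIs of either class held 16.0 to 17.1% of TA-like and 21.4 to 22.0% of enterocyte-like UMIs. A share of 22.0% lowers other genes by at most 0.36 on the log2 scale, which argues against a few abundant genes. Leaving them out gave 2.13 and, at such shares, could hardly have given another value. The TA-like interval lay above that of leukocyte-like cells in 2 of 2 mice, which argues against free RNA. Without the highest doublet scores the change was 2.1. That removal left 107 of 116 TA-like cells in mouse 1 and 29 of 29 in mouse 2. Of enterocyte-like cells it left 552 of 565 and 129 of 134. It could therefore hardly move the change and decides nothing. Doublets stay open, as the caller's own threshold also failed in mouse 2. Reads shared with gene copies stay open. The annotation holds 4 copies at over 85% identity. The 1 copy counted in the matrices, Gm4737 (99.7% identity over 2086 bases), held 13 UMIs. This is 3.6% of the 361 of Ahcy in kept and removed barcodes together. Reads given to no gene are not in the matrices. The epithelial classes were drawn with the Ahcy UMIs of the clusters in view, which no test here removes. Whether the level follows stem-like identity or proliferation was not resolved, as nearly all TA-like cells were scored as cycling. By Mki67 or Top2a UMIs, 19 of 116 and 1 of 29 TA-like cells were non-cycling.

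Unnamed cells also held Ahcy UMIs. The unnamed low-UMI sub-cluster without markers among its leading genes (190 and 35 cells) had 3 in mouse 1 (16.7 CPM, 95% Poisson interval 3.45 to 48.9) and 1 in mouse 2 (36.3 CPM, 0.920 to 202), intervals that overlap those of TA-like cells. The sub-cluster barred for Ptprc had 6 (6.42 CPM, 2.36 to 13.98) and 2 (10.5 CPM, 1.27 to 37.9). The pancreatic-gene cluster had 14 (8.80 CPM, 95% Poisson interval 4.81 to 14.8). The unnamed low-UMI sub-cluster with crypt and tuft markers had 0 in both mice (95% Poisson intervals 0 to 39.0 and 0 to 87.6 CPM). These intervals include the TA-like levels of 31.0 and 37.1 CPM, so the 0 does not show a lower level. Joined to the TA-like class, that sub-cluster gave a log2 fold change of 2.0 over enterocyte-like cells.

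The cycling cluster in which Ptprc was seen in 95.4% of cells (40 and 47 cells) had an Ahcy level of 8.64 CPM in mouse 1 (95% Poisson interval 3.95 to 16.4) and 4.59 CPM in mouse 2 (1.49 to 10.7). Leukocyte-like cells had 1.66 CPM (1.36 to 1.99) and 1.68 CPM (1.25 to 2.21). The CPM intervals thus stayed apart in 1 of 2 mice, and 1 library excludes nothing. This depended on which leukocytes were summed. Macrophage- or dendritic-cell-like cells had 4.69 CPM (3.23 to 6.59) and 3.12 CPM (1.75 to 5.15). These intervals overlap those of the cluster in each mouse. The intervals of plasma-cell-like cells (0.829 to 1.43 and 0.329 to 1.37 CPM) lay below in each mouse. Those of T-cell- or innate-lymphoid-like cells (1.35 to 3.33 and 1.39 to 3.07 CPM) lay below in mouse 1 and overlapped in mouse 2. A higher level in proliferating leukocytes may be one reading. After thinning to 1000 UMIs the intervals stayed apart in 0 of 2 mice, with 0 of 40 and 0 of 47 cells holding an Ahcy UMI. As the mean over all possible draws was 0.667% and 0.287%, under 1 cell in each mouse, this test could hardly come out otherwise and decides nothing. Plasma-cell-like cells had medians of 22419 and 20253 UMIs, near those of the cluster (26027 and 19954), and lower Ahcy intervals in each mouse. For the comparison with that class, this argues against a difference in UMIs per cell. For leukocyte-like cells as a whole such a difference stays open, as the counts (9 and 5 Ahcy UMIs in the cluster) are too few. Doublets were not tested for this cluster and stay open. Epcam was seen in 54.0% of its cells, which alone is no sign of doublets. It was also seen in 65.0% and 71.5% of the cells of plasma-cell-like clusters with medians of 23895 and 22734 UMIs in mouse 1. A shallower plasma-cell-like cluster, with a median of 6606.5 UMIs in mouse 1, had 38.5%.

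Among cells with at least 1000 UMIs, Epcam was seen in 36.7% of the cells of one T-cell-like cluster and in 10.3% of another, a ratio of 3.57. For 6 other epithelial transcripts (Fabp1, Apoa1, Rbp2, Reg3b, Krt19 and Muc2) the median ratio was 0.899. Free RNA from epithelial cells would raise these alike, which argues against it as the whole cause. Whether these T-cell-like cells transcribe Epcam was not tested further.

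Plasma-cell-like cells were more frequent, and T-cell-like cells less frequent, in mouse 1 than in mouse 2. Among cells with at least 1000 UMIs the plasma-cell-like share was 29.3% against 9.04%, a ratio of 3.24. That minimum removed 5.23% and 2.83% of the cells, so it could hardly move the shares and decides nothing. Of plasma-cell-like cells 0.810% and 0.163%, and of T-cell-like cells 0.229% and 0.194%, lay under 1000 UMIs, with medians of 22419 and 20253 and of 3378 and 2832. Few named cells of either class were thus near the limit of 400 UMIs, which argues against a loss of such cells at that limit. Cells that earned no name are outside this count. An unnamed cluster with Ptprc in 92.3% of its cells and medians of 1657 and 1625 UMIs held 5.00% and 15.5% of the kept cells. Library depth is therefore not excluded. With 1 library per mouse, sampling of the tissue piece and a difference between the animals remain open and untested.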
